# Arachidonic Acid Metabolism Controls Macrophage Alternative Activation Through Regulating Oxidative Phosphorylation in PPARγ Dependent Manner

**DOI:** 10.3389/fimmu.2021.618501

**Published:** 2021-06-03

**Authors:** Miao Xu, Xiaohong Wang, Yongning Li, Xue Geng, Xudong Jia, Lishi Zhang, Hui Yang

**Keywords:** macrophage alternative activation, arachidonic acid metabolism, peroxisome proliferator-activated receptor gamma (PPARgamma), oxidative phosphorylation (OXPHOS), prostaglandin E2 (PGE2)

## Abstract

Macrophage polarization is mainly steered by metabolic reprogramming in the tissue microenvironment, thus leading to distinct outcomes of various diseases. However, the role of lipid metabolism in the regulation of macrophage alternative activation is incompletely understood. Using human THP-1 and mouse bone marrow derived macrophage polarization models, we revealed a pivotal role for arachidonic acid metabolism in determining the phenotype of M2 macrophages. We demonstrated that macrophage M2 polarization was inhibited by arachidonic acid, but inversely facilitated by its derived metabolite prostaglandin E2 (PGE2). Furthermore, PPARγ bridges these two seemingly unrelated processes *via* modulating oxidative phosphorylation (OXPHOS). Through inhibiting PPARγ, PGE2 enhanced OXPHOS, resulting in the alternative activation of macrophages, which was counterweighted by the activation of PPARγ. This connection between PGE2 biosynthesis and macrophage M2 polarization also existed in human and mouse esophageal squamous cell carcinoma. Our results highlight the critical role of arachidonic acid and metabolic PGE2 as immune regulators in modulating tissue homeostasis and pathological process.

## Introduction

Metabolic reprogramming is a hallmark of many pathological processes, such as obesity, cancer and cardiovascular diseases. Energy metabolic homeostasis profoundly impacts immune responses in tissue microenvironment (1). When energy is surplus, immune cells reprogram their metabolic pathway to trigger metaflammation (2). Obesity is a prototypical example of how energy metabolic homeostasis affects immunological function. Lipids depositing in various tissues leads to hypoxia and adipocyte stress thus recruits innate immune cells and promotes chronic activation of survival pathway (3). In return, phenotype change of immune cells can also function to regulate system or local metabolic state (4).

Macrophages as one of the prominent components of immune system are versatile. They adopt different polarization states depending on the context of tissue microenvironment. Macrophages sensor, integrate and response to stimulus to achieve metabolic homeostasis through initiating inflammation or insulin action (5). In cancer, metabolic shaping of tumor microenvironment (TME) profoundly impacts the functional responses of immune cells (6). Cancer cells release lactate, glutamine, succinate and α-ketoglutarate (α-KG) and thereby prompt T cells and macrophages to polarize towards immunosuppressive phenotype (7–9). In contrast, metabolic reprogramming of the tumor-associated macrophages (TAMs) inhibits tumor progression by allowing the accumulation of T cell receptor engineered T cells (10). Dysfunction of macrophages contributes to systemic inflammation, thus maintaining the normal state of macrophages is critical for health state (11). Based on functional diversity, macrophages are mainly divided into two phenotypes, classically activated macrophages (M1) and alternatively activated macrophages (M2). Metabolic homeostasis especially within adipose and liver tissues has been found closely related to M2 macrophages, which can promote insulin sensitivity (5, 12). However, the metabolic regulation of macrophage polarization is incompletely understood. Emerging evidences have suggested that macrophages use glucose or fatty acids as fuel sources to attain differential activation (13). How these energy metabolism especially lipid metabolism contribute to macrophage polarization remains unclear.

In this study, we aim to elucidate the mechanism underlying metabolic regulation of macrophage polarization. By using integrated analysis of transcriptomic and lipid metabolomic signatures, we showed that arachidonic acid (AA) metabolism determined the polarization of M2 macrophages. Arachidonic acid and metabolic prostaglandin E2 (PGE2) regulated macrophage polarization induced by IL-4/IL-13. Furthermore, activation of PPARγ by the specific agonist rosiglitazone inhibited the induction of M2 polarization by PGE2. Mechanistically, PGE2 enhanced mitochondrial oxidative phosphorylation (OXPHOS) through suppressing PPARγ, resulting in the M2 polarization of macrophages. Our data suggest arachidonic acid and metabolic PGE2 as critical regulators of macrophage alternative activation.

## Materials and Methods

### Reagents and Antibodies

Arachidonic acid (purity > 98.5%), PGE2 and phorbol 12-myristate 13-acetate (PMA) were obtained from Sigma-Aldrich (St. Louis, MO, USA). Cytokines (IL-4, IL-13 and IFN-γ) were provided by Peprotech (Cranbury, NJ, USA). Fluorescence labeled antibodies and bead-based multiplex LEGENDplex assay were from Biolegend (San Diego, CA, USA). Specific inhibitors were acquired from MedChemExpress (Monmouth Junction, NJ, USA) and Selleckchem (Houston, TX, USA). Information about key reagents was provided in **Supplementary Table S1**.

### Humanized THP-1 Derived Macrophage Polarization Model

Human monocytic THP-1 cells were obtained from American Type Culture Collection (ATCC, VA, USA). THP-1 and THP-1 derived macrophages were maintained in RPMI-1640 medium supplemented with 10% (v/v) fetal bovine serum (FBS), 1% (v/v) penicillin-streptomycin and 0.05 mM 2-mercaptoethanol at a controlled atmosphere with 37°C, 95% relative humidity, 5% CO_2_. To acquire undifferentiated macrophages (M0), THP-1 cells were treated with PMA (25 ng/ml) for 48 h and rest in PMA-free growth medium for 24 h. Interferon-gamma (IFN-γ, 25 ng/ml) and lipopolysaccharide (LPS, 100 ng/ml) were added into M0 for an extra 24 h to obtain M1; Interleukin-4 (IL-4, 20 ng/ml) and Interleukin-13 (IL-13, 20 ng/ml) were added for M2 macrophages. Cells were treated with chemicals as figure captions indicated during the induction of polarization. Anti-CCR7 and anti-CD209 fluorescence labeled antibodies were used to validate M1/M2 macrophages *via* immunofluorescence staining and high content imaging system (HCI, ImageXpress Micro Confocal, Molecular Device, LLC, CA, USA). Cell supernatants were collected for further analysis. The characteristics of M0, M1 and M2 macrophages were validated by morphology, surface markers, gene transcription and functional cytokines (**Supplementary Figures S1**, **S2**).

### Mice Bone Marrow Derived Macrophage (BMDM) Polarization Model

Wild type C57BL/6 mice were obtained from Beijing Vital River Laboratory and C57BL/6 PPARγ^loxP^ mice (*Pparg* ^tm2Rev/J^) were obtained from the Jackson laboratory. Monocyte-specific PPARγ deletion mice (*Pparg* ^−/−ΔMono^) were generated by intercrossing *Pparg* ^tm2Rev/J^ with Lyz2^cre^ mice. Tibias and femurs were isolated from 12-week-old mice. Bone marrow medium (BMM) were prepared by adding M-CSF (10 ng/ml) into DMEM complete medium supplemented with 10% (v/v) FBS and 1% (v/v) penicillin/streptomycin. Bone marrow cells were collected by flushing tibias and femurs with BMM. Next, cells were removed for debris or any remnants with strainers, centrifuged, re-suspended in BMM and cultured for 7 days. BMM was refreshed on day 3, day 5. On day 7, cells were collected and validated through flow cytometry. IFN-γ (25 ng/ml) and LPS (100 ng/ml) were used for M1 polarization. IL-4 (10 ng/ml) and IL-13 (10 ng/ml) were used for M2 polarization. After 48 h, macrophages markers (CD206 for M2, CD69 for M1) were detected by HCI.

### Esophageal Squamous Cancer Carcinoma (ESCC) Mice Model

ESCC mice was established as previously described (14). Briefly, N-Nitrosodimethylamine (NMBA) was administered to C57BL/6 mice by gavage at the dose of 0.25 mg/kg BW, twice a week for 5 weeks. The control group (CT) was given the solvent carboxyl methyl cellulose [CMC, 1% (v/v)] with equivalent volume. All mice were housed in controlled atmosphere with 12 h/12 h light/dark cycle and fed standard chow diets. After gavage, mice were maintained for extra 20 weeks. At the endpoint of experiment, mice were sacrificed and forestomachs were collected and flash frozen in liquid nitrogen for RNA-seq. Transcriptomics data are available in GEO database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE134067.

### Live-Cell High Content Imaging

For surface marker staining, cells in black wall 96-well-plate were washed with PBS and blocked with FcR blocking buffer (FcX block, Biolegend, San Diego, CA, USA) at room temperature for 10 min. Afterwards, cells were incubated with antibodies and Hoechst 33342 in cell staining buffer for 30 min at room temperature. Next, PBS was used for washing and FluoroBrite™ DMEM (Gibco, Grand Island, NY, USA) was used for reducing background fluorescence. For intracellular protein staining, cells were fixed with fix/perm buffer (BD Bioscience) for 30 min and washed with Perm/Wash buffer (BD Bioscience) for twice. Then cells were incubated with primary antibodies at room temperature for 30 min. After washing with Perm/Wash buffer, cells were incubated with fluorescence conjugated secondary antibodies for 30 min. Finally, cells were counterstained for nucleic with Hoechst 33342 and subjected to analysis with ImageXpress software (Molecular Device, LLC, San Jose, CA, USA).

### RNA-Sequencing

Total RNA was extracted from cells or tissues with RNeasy kit (QIAGEN) or TRIzol. RNA quality and quantity was detected with NanoDrop and Agilent 2100 Bioanalyzer. After that, mRNA was enriched with Oligo (dT) magnetic beads and broke into short fragments for cDNA synthesis. The cleaved RNA fragments were reversely transcribed into first strand cDNA using random hexamers, following by second strand cDNA synthesis using DNA Polymerase I and RNase H. The double-stranded cDNA was purified, added A tail and connected with a sequencing adapter. Then, PCR amplification was performed on ABI StepOnePlus Real-Time PCR System and the constructed sequencing library was sequenced at Illumina HiSeq. Raw RNA sequencing data is available through the National Center for Biotechnology Information Gene Expression Omnibus (NCBI–GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE159112, GSE159120.

Raw data was filtered and clean reads were aligned with reference genome (hg19) using HISAT. Total mapped reads of all samples are higher than 95%. Reads were reconstructed into transcripts and their abundance was estimated and expressed as Fragments per kilo base per million mapped reads (FPKM). DEseq2 was used to determine differentially expressed genes (DEGs).Fold change≥ 2 or ≤ 0.5 and adjust *p* value ≤ 0.05 were set for DEGs. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed with R phyper. Heatmaps were generated with online tools (http://www.ehbio.com/ImageGP/index.php/Home/Index).

### Gene Set Enrichment Analysis (GSEA)

All FPKM values of identified genes from RNA-sequencing were input into GSEA software 4.0.3 for enrichment analysis (15). Data were normalized first and then a ranked gene list were generated. Database was downloaded from Molecular Signatures Database (MSigDB) gene sets (http://software.broadinstitute.org/gsea/index.jsp).

### Lipid Metabolomics Analysis

M0/M1/M2 macrophages were collected and immediately stored at liquid nitrogen until analysis. Samples were thawed on ice and added 800 μl pre-chilled dichloromethane/methanol (3: 1) buffer, then precipitated in refrigerator at -20°C for 2 h. Then samples were centrifuged at 25,000 g, 4°C for 15 min. The supernatants (650 µL/each) were transferred to new tubes and centrifuged again. Then the supernatants (600 µL/each) were frozen-dry and reconstituted by lipid reconstituted solution (isopropanol: acetonitrile: water = 2:1:1, 600 µL/each). After centrifuging, the supernatants (60 µL/each) were detected on the LC-MS system. Quality control (QC) was obtained by mixing the supernatants from 3 samples (20 µL/each) and detected under same condition.

Raw data from mass spectrometer were firstly preprocessed (noise filtering, peak matching and extraction), and corrected based on the quality control-based robust LOESS signal correction (QC-RSC). Human Metabolome Database (HMDB) and LipidMaps database were used for peak alignment. Secondly, multivariate analysis principal component analysis (PCA) and partial least squares-discriminant analysis (PLS-DA) were introduced to test for difference. Metabolites with fold change ≥ 1.2 or ≤ 0.8333 and q-value < 0.05 were selected as differential metabolites. Finally, the differential metabolites identification were performed with Progenesis QI (version 2.2) software. Pathway analysis was based on KEGG database.

### Metabolite Set Enrichment Analysis (MSEA) and Joint Pathway Analysis

Differential lipid metabolites from positive or negative ion mode were input for Metabolite Set Enrichment Analysis with online tools (MetaboAnalyst, https://www.metaboanalyst.ca) as previous study introduced (16).

Differential lipid metabolites and DEGs from RNA-sequencing were input simultaneously to conduct joint pathway analysis on MetaboAnalyst. Integrated metabolic pathway database from current KEGG version was chosen for enrichment. Parameter listed as follow: hyper geometric test for enrichment analysis, closeness centrality for topology measure and overall combine *p* value for integration method.

### Macrophages Cytokines Determination

After induction of polarization, culture medium was refreshed and 24 h later, cell supernatants were collected for cytokines determination. The concentration of cytokines was measured with LEGENDplex™ Human macrophage panel using flow cytometry following manufacturer’s instruction. Data were analyzed with Legendplex software (v8.0).

### Correlation Analysis

The mRNA expression data used for correlation analysis in this study is available in the Genomic Data Commons (https://portal.gdc.cancer.gov/). Briefly, a total of 90 cases of ESCC were included, and clinical characteristics had been described in previous study (17). FPKM values were log transformed (log_2_(X+1), X= raw FPKM) for analysis. Pearson correlation coefficients and liner regression were analyzed with Graphpad Prism 6.

### Statistical Analysis

All quantitative experimental values were presented as mean ± SEM. Data were processed and visualized with Graphpad Prism 6. Unpaired t test or ANOVA analysis were applied to determine statistical significance within different treatments. P < 0.05 was set for significance.

## Results

### Macrophage M2 Polarization Is Tightly Associated with Lipid Metabolism

To investigate the role of lipid metabolism in the regulation of macrophage polarization, we analyzed the transcriptomic changes with THP-1 derived macrophage polarization model. M1/M2 macrophages showed divergent features of energy metabolism when compared with M0 macrophages (**Figure 1** and **Supplementary Figure S3**). The expression of genes controlling fatty acid biosynthesis (FAS) (**Figure 1A**) and OXPHOS (**Figure 1B**) was particularly enhanced in M2 macrophages. To validate whether these pathways contribute to M2 polarization, cells were treated with series of inhibitors in the induction of M2 polarization. FAS inhibition induced by FASN-IN-4 tosylate (FAI), Fatostatin (FATO), FT113 (FT) dose-dependently decreased CD209 expression (**Figures 1C–E**), suggesting that M2 polarization could be promoted by the activation of FAS pathway. Similarly, blockade of OXPHOS by 3-Nitropropanoic acid (NP), VLX600 (VLX) and IACS-10759 (IA) (**Figures 1F–H**) also attenuated macrophage M2 polarization in a dose-dependent manner. Other processes associated with lipid utilization including lipolysis, fatty acid transport (FAT) and fatty acid oxidation (FAO) did not show featured alternation during the M2 polarization (**Supplementary Figures S3A–C**). However, inhibition of these processes also affected M2 polarization (**Supplementary Figures S3D–F**). Inhibition of FAT and FAO significantly suppressed M2 polarization (**Supplementary Figures S3D, E**). This is in line with the results from blockade of FAS and OXPHOS. In contrast, inhibition of lipolysis dramatically promoted macrophage M2 polarization (**Supplementary Figure S3F**). These data suggested that fatty acid biosynthesis and utilization were crucial for macrophage M2 polarization.

**Figure 1:**
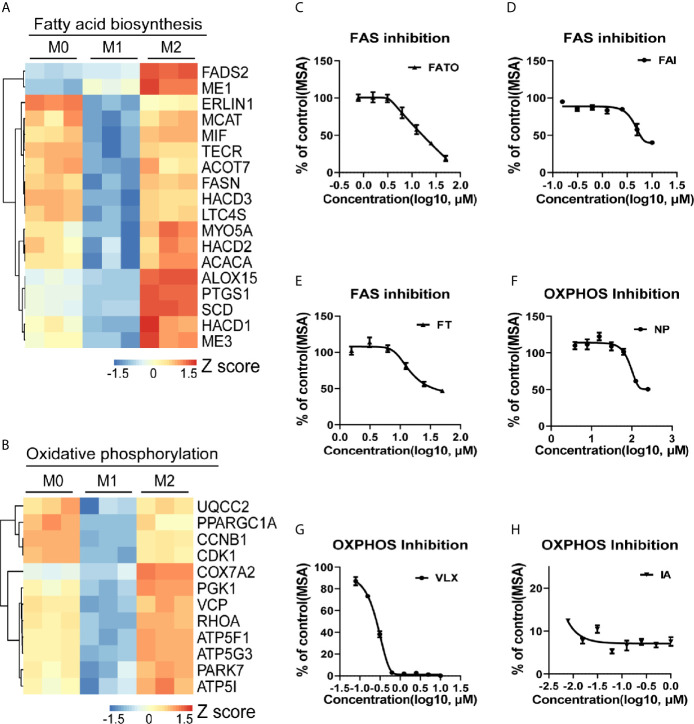
Macrophage M2 polarization is tightly associated with lipid metabolism. **(A, B)** Gene expression in THP-1 derived differentially activated macrophages related to fatty acid biosynthesis (FAS) or oxidative phosphorylation (OXPHOS), respectively. **(C–E)** CD209 expression curves of THP-1 derived M2 macrophages *via* high content imaging (HCI) with specific FAS inhibitors treated as indicated for 48 h. **(F–H)** CD209 expression curves of THP-1 derived M2 macrophages *via* HCI with specific OXPHOS inhibitors treated as indicated for 48 h. Error bars represent the mean ± SEM from 3 biological replicates. MSA, mean stain area.

### Arachidonic Acid Metabolism Is Enhanced in M2 Macrophages

Next, we aimed to identify the key lipid metabolic regulator in M2 polarization by the transcriptomic and metabolomic analysis. Firstly, among all DEGs between M1 and M2 macrophages, 1645 genes were up-regulated in M2 macrophages (**Figure 2A**). Analysis of the expression profiles against the hallmark gene sets available from MSigDB suggested an enrichment of arachidonic acid metabolism in M2 macrophages (**Figure 2B**). Expression level of genes associated with arachidonic acid metabolism were significantly higher in M2 macrophages (**Figure 2C**). Elevated expression of these genes was largely related to prostaglandins and leukotrienes production (**Figure 2C**). In accordance, the expression of key metabolic enzymes that utilize arachidonic acid as a substrate for the synthesis of eicosanoids, including 15-lipoxygenase (15-LO, encoded by ALOX15) and cyclooxygenases (COX-1/COX-2, encoded by PTGS1/PTGS2) were significantly elevated in M2 macrophages (**Figure 2D**).

**Figure 2:**
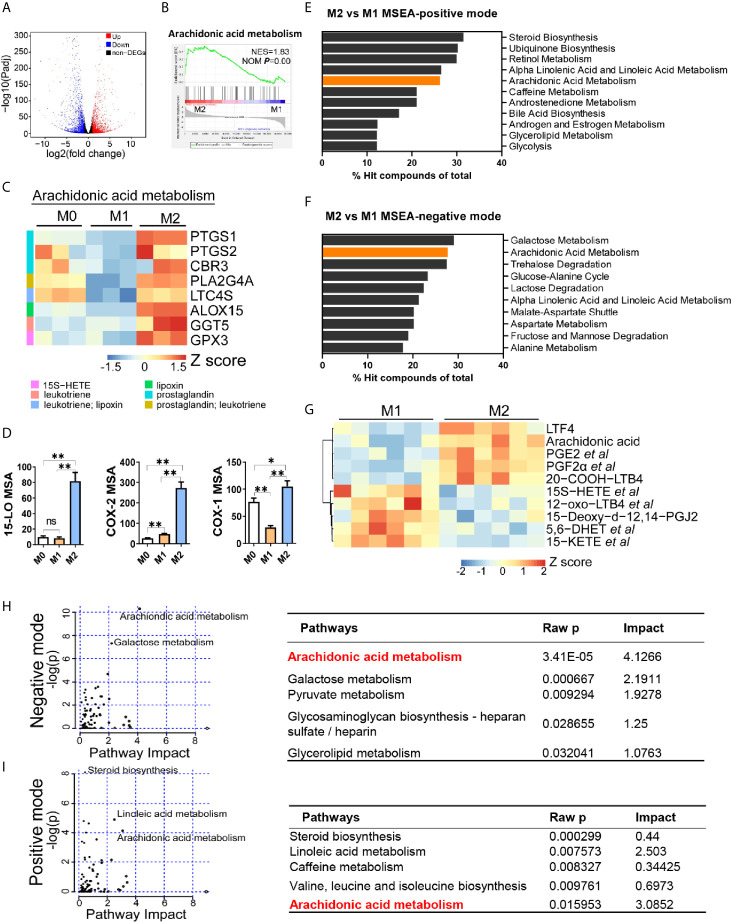
Arachidonic acid metabolism is enhanced in M2 macrophages. **(A)** Differentially expressed genes (DEGs) in M2 macrophages; fold changes are in comparison with M1 macrophages. Genes with fold change ≥ 2 or ≤ 0.5 and Padj ≤ 0.05 were seen as DEGs. **(B)** Enrichment plot for arachidonic acid metabolism in THP-1 derived M2 macrophages from Gene Set Enrichment Analysis (GSEA). **(C)** Heatmap of DEGs matching “arachidonic acid metabolism” expression signature according to KEGG Pathway Analysis of RNA-sequencing data from M0, M1, M2 macrophages with three biological replicates. **(D)** Protein expression of key metabolic enzymes for arachidonic acid *via* HCI in M0, M1, M2 macrophages. *P < 0.05; **P < 0.01. Error bars represent the mean ± SEM from three biological replicates. **(E, F)** Top 10 pathways of positive or negative ion mode from Metabolites Set Enrichment Analysis (MSEA). **(G)** Heatmap of differentially expressed metabolites matching “arachidonic acid metabolism” expression signature according to KEGG Pathway Analysis of lipidomics data from M1,M2 macrophages with six biological replicates. **(H, I)** Enrichment pathways from integrated transcriptomics and lipidomics data by Joint Pathway Analysis. Left panel: Enrichment plots. Right panel: corresponding information for left plots.

To decipher the lipid metabolic signature for macrophage polarization, we further analyzed metabolomic difference between M1 and M2 macrophages. PCA and PLS-DA analysis revealed metabolic disparity of M1 and M2 macrophages (**Supplementary Figures S4A, B**). A total of 3652 and 2328 differential ions (identified as 808 and 510 differential metabolites) were obtained in positive and negative mode, respectively (**Supplementary Figure S4C**). We next performed MSEA to these differential metabolites. Top 10 enriched pathways showed that arachidonic acid metabolism was the only two pathways that included in both modes, ranking 5^th^ and 2^nd^ respectively (**Figures 2E, F**). Another pathway, alpha linoleic acid and linoleic acid metabolism, was also included in top 10 pathways (**Figures 2E, F**). This is possibly due to that it shares some common enzymes with arachidonic acid metabolism. Next, we compared differential metabolites associated with arachidonic acid metabolism. Metabolites profiles of M1 and M2 were significantly different (**Figure 2G**, **Supplementary Table S2**). Arachidonic acid, and prostaglandins (PGE2, PGF2α et al.) and leukotrienes (LTF4, 20-COOH-LTB4) were enriched in M2 macrophages. Integrated analysis of transcriptomics and metabolomics demonstrated that arachidonic acid metabolism was the most remarkable pathway with highest pathway impact in both modes (**Figures 2H, I**). Other metabolic pathways such as linoleic acid pathway and galactose metabolism were also significantly changed but with lower pathway impact (**Figures 2H, I**). Together, these data revealed that arachidonic acid metabolism was the most remarkable lipid metabolism disparity between M1 and M2 macrophages. Enhanced arachidonic acid metabolism could be a hallmark of M2 macrophages.

### Arachidonic Acid and PGE2 Inversely Regulate M2 Polarization

Next, we aimed to investigate the impact of arachidonic acid metabolism on M2 polarization *in vitro*. By treating cells with arachidonic acid during polarization, we found that both surface markers (CD209 for THP-1 model, CD206 for BMDM model) and functional cytokines (IL-4, TARC) had been decreased by arachidonic acid, indicating that macrophage M2 polarization was suppressed (**Figures 3A–D**). In addition, the key enzymes associated with arachidonic acid metabolism are generally constitutively expressed and determine what eicosanoids a cell can synthesize. Our data revealed relative expression of lipoxygenases and cyclooxygenases in M2 macrophages (**Figure 2**), thus we tested how these enzymes link to M2 polarization. We found that inhibition of lipoxygenases (by PD146176 and MK886) decreased M2 polarization in a dose-dependent manner (**Supplementary Figures S5A, B**). Consistently, inhibition of cyclooxygenases by indomethacin (INDO) decreased M2 polarization, which was indicated by lower expression of IL-4, TARC and CD209, CD206 (**Figures 3E–H**). This suggested that metabolites of arachidonic acid may favor M2 polarization. Thus we assessed the expression of markers in the presence or absence of corresponding arachidonic acid metabolites. We tested several lipoxygenases related metabolites lipoxin A4 (LXA4), 15-hydroxyeicosatetraenoic acid (15S-HETE) and leukotriene B4 (LTB4). Neither of them affected macrophage M2 polarization in THP-1 model or BMDM model (**Supplementary Figures S5C, D**). However, the presence of an cyclooxygenases associated metabolite, PGE2, significantly promoted M2 polarization, as increasingly expressed M2 markers (IL-1RA, CD209, CD206) suggested (**Figures 3I–L**). In addition, all these metabolites inhibited M1 polarization (indicated by CCR7 expression) in THP-1 model (**Supplementary Figure S5E**) while only PGE2 inhibited M1 polarization (indicated by CD69 expression) in BMDM model (**Supplementary Figure S5F**), suggesting that PGE2 may determine the polarization of M1/M2 polarization. Collectively, these data indicated a critical role for arachidonic acid and its metabolic PGE2 in optimal M2 polarization of macrophages induced by IL-4/IL-13.

**Figure 3:**
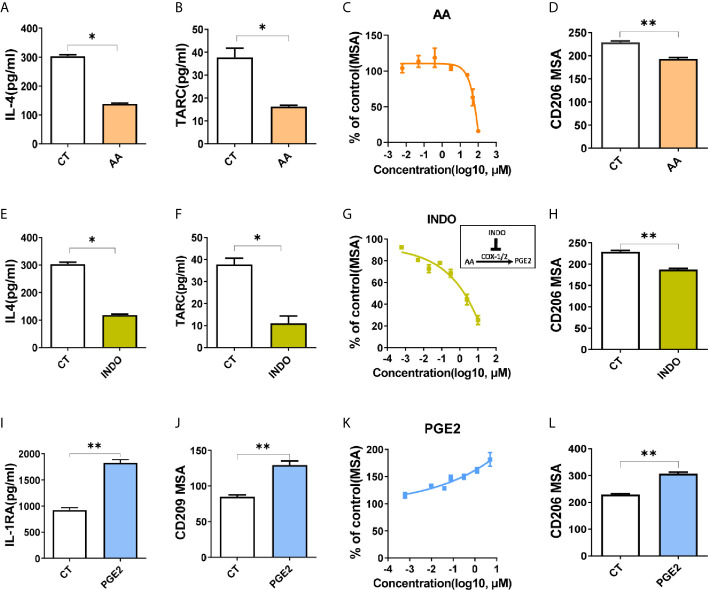
Arachidonic acid and PGE2 inversely regulate M2 polarization. **(A, B, E, F, I)** Cytokines of THP-1 derived M2 macrophages treated with compounds for 48hours during polarization as indicated. **(C, G, K)** CD209 expression curves of THP-1 derived M2 macrophages with treatment as indicated *via* HCI **(D, H, L)** Analysis of CD206 expression of BMDM derived M2 macrophages *via* HCI with treatments as indicated. **(J)** Analysis of CD209 for THP-1 derived M2 macrophages treated as indicated during polarization *via* HCI. CT represents corresponding solvent control. Arachidonic acid (AA, 50 μM), indomethacin (INDO, 10 μM), prostaglandin E2 (PGE2, 10 μM). Error bars represent the mean ± SEM. Data presented are from three biological replicates. *P < 0.05; **P < 0.01.

### PGE2 Facilitates Macrophage M2 Polarization Through PPARγ Suppression

Previous studies had demonstrated that PPARγ were essential for M2 polarization (5), therefore we investigated the involvement of PPARγ in the molecular mechanism of macrophage polarization induced by arachidonic acid and PGE2. When treated with specific agonist for PPARγ, rosiglitazone (R), M2 marker (CD209) was decreased dose-dependently (**Figure 4A**). In contrast, CD209 was significantly enhanced by the inverse agonist T0070907 (T) dose-dependently (**Figure 4A**), suggesting that human macrophage M2 polarization might be closely associated with PPARγ de-activation. Functional cytokines secreted by M2 macrophages (IL-1RA and TARC) were correspondingly reduced by PPARγ activation and TARC was increased by PPARγ de-activation (**Figure 4B**). In consistent with THP-1 model, PPARγ activation by R inhibited macrophage M2 polarization in BMDM model as well (**Figure 4C**). These data suggested that PPARγ de-activation was critical for M2 polarization.

**Figure 4:**
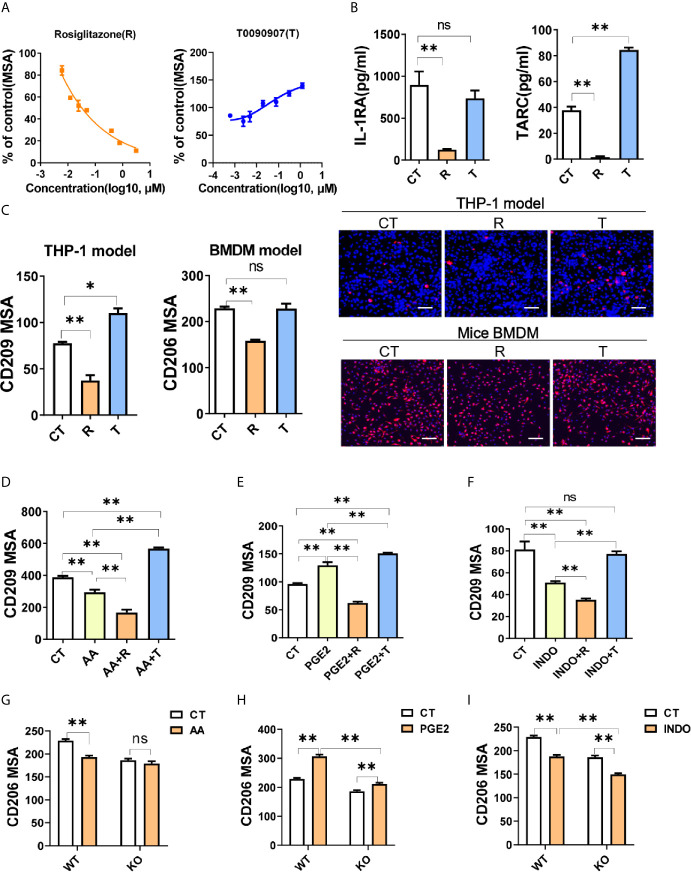
PGE2 facilitates macrophage M2 polarization through PPARγ suppression. **(A)** CD209 expression curves of THP-1 derived M2 macrophages with treatments as indicated. **(B)** Cytokines of THP-1 derived M2 macrophages with treatment as indicated. **(C)** Protein expression of M2 markers (CD209 or CD206) from THP-1 or BMDM derived M2 macrophages with treatment as indicated. Right panel: representative images. Blue staining: nuclei; Red staining: CD209 or CD206. Scale bar: 100 μm. **(D–F)** Protein expression of CD209 in THP-1 derived M2 macrophages with treatment as indicated. **(G–I)** Protein expression of CD206 for BMDM derived M2 macrophages from wide type (WT) or monocyte specific PPARγ knockout mice (KO) with treatment as indicated. CT represents corresponding solvent control. Rosiglitazone (R, 10 μM), T0070907 (T, 1 μM), AA (50 μM), INDO (10 μM), PGE2 (2 μM). Error bars represent the mean ± SEM from three biological replicates. *P < 0.05; **P < 0.01; ns, no significance.

Since the inhibition effect of arachidonic acid on M2 polarization (**Figures 3A–D**) was similar to R, we presumed that arachidonic acid inhibited macrophage M2 polarization through activating PPARγ. To test this, we examined the polarization effect of arachidonic acid in the presence of T. When PPARγ de-activated by T, arachidonic acid could not inhibit M2 polarization while PPARγ activated by R could enhance the inhibition of arachidonic acid on CD209 expression, suggesting that PPARγ was involved in the effect of arachidonic acid and might be activated by arachidonic acid (**Figure 4D**). At the same time, we questioned whether PGE2 promoted M2 polarization by suppressing PPARγ activation. We found that PPARγ activation totally reversed M2 polarization mediated by PGE2 while PPARγ de-activation further enhanced M2 polarization mediated by PGE2 (**Figure 4E**). In addition, INDO shared a similar response with arachidonic acid when co-treated with R or T, suggesting that PPARγ was involved in the effect of INDO and might be activated by INDO (**Figure 4F**). To formally address the possibility of PPARγ in bridging arachidonic acid and/PGE2 mediated macrophage M2 polarization, we construct BMDM polarization model from wild type (WT, *Pparg* ^+/+ΔMono^) or monocyte specific PPARγ knockout (KO, *Pparg* ^−/−ΔMono^) mice. In WT model, M2 marker CD206 was significantly suppressed by arachidonic acid while increased by PGE2 (**Figures 4G, H**). However, in KO mice, when compared with WT, monocyte specific PPARγ knockout significantly abolished or dampened these effects on M2 polarization (**Figures 4G, H**), indicating that arachidonic acid and/PGE2 regulated M2 polarization in a PPARγ-dependent manner. Intriguingly, the suppression of CD206 by INDO was not abolished but was enhanced by monocyte specific PPARγ knockout, suggesting that INDO might have additional mechanisms besides PPARγ activation in regulating M2 polarization of macrophages (**Figure 4I**). Together, these data supported the proposal of a role for PPARγ in bridging arachidonic acid or PGE2 mediated macrophage M2 polarization.

### PGE2 Enhances OXPHOS Through Suppressing PPARγ in Promotion of Macrophage M2 Polarization

On the basis of OXPHOS was enhanced in M2 macrophages (**Figure 1B**) and FAO fuels OXPHOS with acetyl-CoA (18), we proposed that the polarization effects of PGE2 or AA might be attributed to these two processes. To test this, we conducted transcriptomic analysis of PGE2 treated macrophages in the induction of M2 polarization. 

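THP-1 is an established human monocytic leukemia cell line whose cells turn into adherent macrophages under PMA. The cells received PMA at 25 ng/ml for 48 h and rested for 24 h. They were then polarized to M1 with IFN-γ at 25 ng/ml and LPS at 100 ng/ml, or to M2 with IL-4 and IL-13 at 20 ng/ml each. The methods give 24 h of polarization, and PGE2 was present at 2 μM during it in the treated groups. The mRNA was enriched with oligo(dT) beads and sequenced on an Illumina HiSeq. The deposited table holds 18 libraries in 6 groups of 3, which are M1 and M2 macrophages without an added chemical (control), with PGE2, and with 200 μM mono(2-ethylhexyl) phthalate (MEHP), the metabolite of a plasticizer, on which the text does not report. The treatment entries of the sample labels contradict the titles, phenotypes and protocols of the same samples in several groups, so the groups were taken from the titles, the phenotypes, the protocols and Fig. 5C. The legend of Fig. 2C gives 3 biological replicates for libraries of M0, M1 and M2 macrophages, but M0 macrophages are not in this table, and for the libraries of Fig. 5 the text does not state whether the 3 of a group came from separate cultures.
The authors aligned the reads and expressed abundance as FPKM, fragments scaled to gene length and library. The methods name the hg19 assembly and the sample labels name hg38, and the gene coordinates in the table are those of GRCh38. The table lists genes without a filter on low values. In every library, 100% of the FPKM values multiplied by gene length were whole multiples of 1 step, within a tolerance of 0.05, which gives the number of assigned fragments. M1 controls held 15072977 to 16571699 assigned fragments (median 16254828), and M1 macrophages with PGE2 held 15409626 to 16751040 (median 15463284). M2 controls held 15596409 to 15698713 (median 15680027), and M2 macrophages with PGE2 held 15736198 to 16759591 (median 15830006). The groups with MEHP held 14941920 to 15692926 (median 15403807) in M1 and 14902193 to 16626261 (median 16520201) in M2. The FPKM values of a library summed to between 275139 and 362470. The 2 highest sums were those of replicate 3 of M2 with MEHP (362470) and replicate 2 of M2 with PGE2 (358827).
From there, log2(FPKM + 1) was fitted with limma to all 18 libraries, for the 12306 genes with a mean FPKM of at least 1, and p values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are on this scale, which damps the fold of genes with low FPKM. Gene lists were compared with the other genes by limma's camera, with a preset correlation of 0.01 between the genes of a list and again with an estimated one. The 37 gene lists and the rule for the genes to name were fixed before the data were examined.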

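PGE2 raised the transglutaminase gene TGM2 and the eosinophil-attracting chemokines CCL24 and CCL26 strongly in M2 macrophages. TGM2 had 179 ± 14.7 FPKM (SD, n = 3 libraries) with PGE2 and 3.20 ± 0.036 FPKM (SD, n = 3) in M2 controls, a log2 fold change of 5.42 (standard error 0.08, adjusted p = 3.2e-16 from limma). CCL24 rose by 5.16 (standard error 0.24) and CCL26 by 4.03 (standard error 0.13) on the log2 scale, with adjusted p values of 5.8e-10 and 1.4e-11 from limma. The formyl peptide receptor FPR1 (3.06), thrombospondin THBS1 (2.65), the antimicrobial protein BPI (2.64) and the calcium-binding protein S100A8 (2.64) rose as well. The rule for naming the largest rises required all 3 treated libraries to lie above all 3 controls. The noncoding RNA RN7SL2, which has near-identical copies and no poly(A) tail, was among the largest rises (5.13, adjusted p = 6.1e-06 from limma), and RN7SL3, named after its value was seen, rose by 1.297. The largest falls included PSAT1 (log2 fold change −2.74) and PHGDH (−2.31), enzymes of serine synthesis, and TOP2A (−2.27), CDC20 (−2.21) and CCNA2 (−2.05), which act in cell division.
Of 28 cell cycle genes tested, 28 fell and none rose (28 lower when adjusted over the list alone), with a median log2 fold change of −1.59 (camera adjusted p = 2.8e-29, and 1.2e-05 with an estimated correlation). Of 25 M2 marker genes, 15 were higher and 7 were lower (16 and 7 when adjusted over the list alone), with a median of 0.36 (camera adjusted p = 0.012, and adjusted p = 0.68 with an estimated correlation). Among the markers named in the study, CD209 rose by 0.40, the interleukin-1 receptor antagonist IL1RN by 0.98 and the chemokine CCL17 by 0.78, while CD163 fell by 0.89 and ALOX15 by 0.36 on the log2 scale. CCL17 was near the FPKM minimum, with overlapping libraries (0.18 to 1.24 FPKM in M2 controls and 1.18 to 2.42 FPKM with PGE2). The rise of CD209 did not pass with TPM (0.19, adjusted p = 0.20 from limma). MRC1, the gene of CD206, was under the FPKM minimum and not tested, and its 3 libraries had 0.79 to 0.96 FPKM in controls and 0.11 to 0.24 FPKM with PGE2. The paper measured CD209, CD206, IL-1RA and TARC as protein, with CD206 in mouse bone marrow macrophages. In its Fig. 3 the PGE2 dose was higher than in these libraries. The RNA values here therefore do not test those protein results. The list of MHC class II, which presents antigen, also holds genes of its regulation and of antigen processing (CD74, CIITA, CTSS, IFI30 and LGMN). Its only HLA genes tested were HLA-DRB1, HLA-DRB5, HLA-DQA1 and HLA-DQB1, while others, such as HLA-DRA, HLA-DPA1 and HLA-DPB1, were under the FPKM minimum. The class I genes HLA-B, HLA-C and HLA-E were under it too, so a value under the minimum was not taken as low expression. Why these values were low was not tested. Of the 9 genes tested, 7 were higher and 1 was lower (8 and 1 when adjusted over the list alone), with a median of 0.83 (camera adjusted p = 0.00012, and adjusted p = 0.31 with an estimated correlation). HLA genes are polymorphic and similar to each other, so reads can be shared between them. Of 29 interferon response genes, 3 were higher and 15 were lower, over the list alone as well, with a median of −0.31 (camera adjusted p = 9.0e-04, and adjusted p = 0.68 with an estimated correlation). Of 22 genes of the cAMP response, the second messenger of the PGE2 receptors EP2 and EP4, 10 were higher and 5 were lower, also over the list alone, with a median of 0.26 (camera adjusted p = 0.033, and adjusted p = 0.68 with an estimated correlation).
Among all genes tested, 2707 were higher and 2526 were lower in M2 macrophages with PGE2 at an adjusted p under 0.05 from limma. With the fold threshold of 2 that the study used, 193 were higher and 170 were lower. With 0.1 in place of 1 added to the FPKM, which damps folds less, these counts were 340 and 333. The 3 libraries of one group lay entirely above or below those of the other for 6330 genes (51.4%), where chance gives 10%. With each library rescaled to the same FPKM sum (TPM), the median log2 fold change of all genes moved from 0.0026 to −0.19, and 1278 genes were higher and 3929 were lower.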

Firstly, we explored the top 20 enriched pathways (ranked by normalized enrichment score, NES) by GSEA (**Figure 5A**). 

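With GSEA on the FPKM values of M2 macrophages, genes of oxidative phosphorylation, of the cytosolic ribosome and of respiratory complex I gathered at the end of the ranking that was higher with PGE2, and cell cycle genes at the opposite end. The OXPHOS list, written to follow the KEGG pathway, had an NES of 2.47 (120 members among 31162 ranked genes, p = 0.0019 from gene-set permutations, the smallest they gave for this list) and ranked 1 of 37 lists. Ribosomal proteins had an NES of 2.40 and complex I, which is part of the OXPHOS list, had 2.35. The cAMP response followed with an NES of 2.07, MHC class II with 1.98 and the mitochondrial ribosome with 1.95. Complex IV reached 1.95, complex V 1.90 and complex III 1.80, while complex II with its 4 genes had an NES of 0.95 (p = 0.57 from gene-set permutations). The lowest scores were −2.94 for the cell cycle and −2.03 for the interferon response. In M1 macrophages with PGE2, the OXPHOS list had an NES of −0.81 (p = 0.90 from gene-set permutations). Its 13 mitochondrially encoded genes, taken alone, had an NES of 1.91 in M1 (p = 0.0019 from gene-set permutations, the smallest they gave for this list), rank 2 of 37, and of 1.35 in M2 (p = 0.13).
Genes with a value above 0 in any of the 6 libraries compared were ranked by their signal-to-noise ratio, with 1000 permutations of the gene lists, and the gene sets of the MSigDB were not used. With permutations of the sample labels in place of gene sets, a setting chosen after the values were seen, the NES of the OXPHOS list was 1.36 (exact permutation p = 0.30, where 3 libraries against 3 allow no p under 0.1).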

When considering false discovery rate q-value (FDR q value, usually no more than 0.25 was acceptable), the 11^th^ pathway, *oxidative phosphorylation*, was the most significantly enriched pathway with highest NES (**Figure 5A** and **Supplementary Table S3**). The enrichment plot of OXPHOS suggests that PGE2 up-regulated OXPHOS remarkably in the induction of M2 polarization (**Figure 5B**). 

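Of 108 OXPHOS genes tested in M2 macrophages, 44 were higher and 4 were lower with PGE2 at an adjusted p under 0.05 from limma (44 and 4 when adjusted over the list alone). The median log2 fold change of the list was 0.27, a rise of 1.21-fold. The subunit genes ATP5ME (log2 fold change 1.63), COX8A (1.34), NDUFA11 (1.29), COX6A1 (1.22) and NDUFA1 (1.10) rose by the most among the nuclear genes of the list, and ATP5ME had 32.1 ± 11.1 FPKM (SD, n = 3) with PGE2 and 9.28 ± 1.59 FPKM (SD, n = 3) in controls. The 4 genes that fell were UQCRFS1, a subunit of complex III (−0.16), and ATP6V1A (−0.32), ATP6V1C1 (−0.40) and ATP6V1H (−0.27), subunits of the vacuolar proton pump that the KEGG pathway also lists. UQCRFS1, ATP6V1A and ATP6V1H were singled out after their values were seen. Set against the other genes, the list was higher by camera (adjusted p = 7.2e-05), but not with an estimated correlation between its genes (adjusted p = 0.71 with an estimated correlation of 0.36). A test of whether the list moved in 1 direction, without comparing it with other genes, gave an adjusted p of 0.023 from limma's fry.
Other gene groups also had medians above 0, but those given here had no call with an estimated correlation. Of 76 ribosomal protein genes, 30 were higher and none was lower (28 when adjusted over the list alone), with a median of 0.29 (camera adjusted p = 3.2e-05, and adjusted p = 0.71 with an estimated correlation). Of 72 genes of the mitochondrial ribosome, 25 were higher and 5 were lower, over the list alone as well, with a median of 0.14 (camera adjusted p = 0.018, and adjusted p = 0.71 with an estimated correlation), and this median turned to −0.042 with TPM. Of 20 glycolysis genes, 10 were higher and none was lower, over the list alone as well, with a median of 0.20 (camera adjusted p = 0.031, and adjusted p = 0.68 with an estimated correlation) that turned to −0.0082 with TPM. Of the 13 protein genes of the mitochondrial genome, 2 were higher and none was lower (1 when adjusted over the list alone), and their median of 0.17, which turned to −0.045 with TPM, did not pass the test (camera adjusted p = 0.49).
With TPM the median of the OXPHOS list was 0.060, above that of all genes. In the same comparison 28 nuclear RNAs without a poly(A) tail, nearly all of them histone genes, had a median log2 fold change of 0.021. The histone genes were chosen as replication-dependent ones, and cell cycle genes fell here (median −1.59), so this median cannot measure RNA selection alone. The others, RN7SL2 and RN7SL3, rose by 5.13 and 1.297. Genes of the ribosome and of the respiratory chain have many processed pseudogenes that can share their reads.

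**Figure D1:**
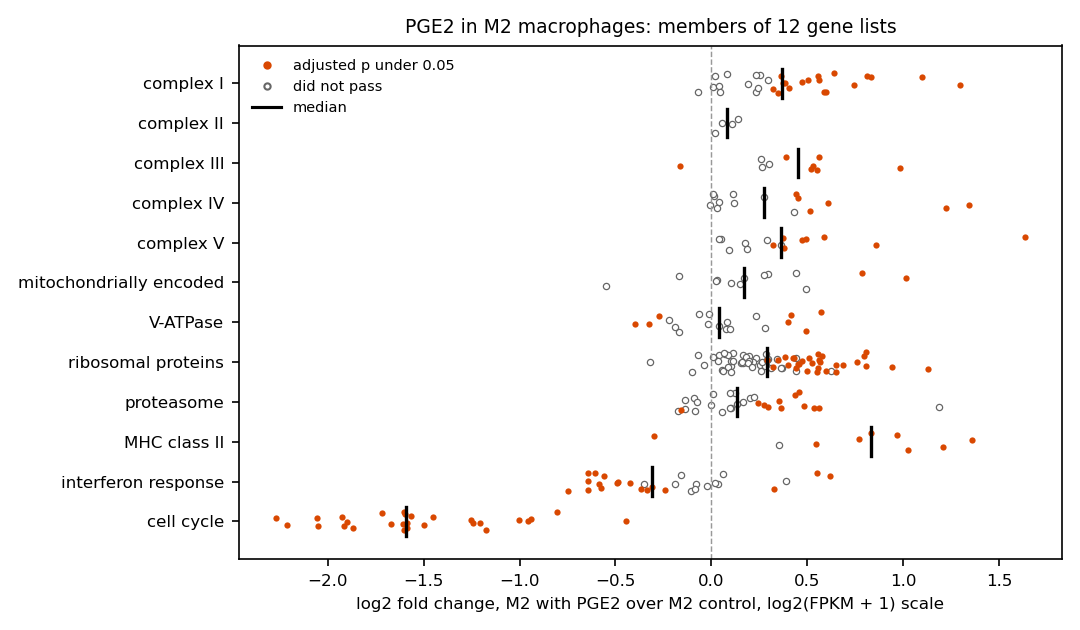
Log2 fold change on the log2(FPKM + 1) scale of M2 macrophages with PGE2 over M2 controls (horizontal axis) for the members of 12 gene lists (vertical axis), 1 point per gene, filled where the adjusted p was under 0.05 and open where it was not, with bars at the medians. The medians of complexes I, III, IV and V lie above 0 beside those of ribosomal proteins and MHC class II, the cell cycle list lies far below 0, and with TPM the medians of complex II, the vacuolar proton pump, the proteasome and the mitochondrially encoded genes turn below 0.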

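Subunit genes of respiratory complexes I, III, IV and V rose with PGE2 in M2 macrophages. In complex I, 18 of 30 nuclear-encoded genes tested were higher and none was lower (18 when adjusted over the list alone), with a median log2 fold change of 0.37 (camera adjusted p = 0.00017). Other complex I genes, such as NDUFS1, NDUFS3 and NDUFV2, were under the FPKM minimum and not tested. In complex III, 6 of 10 were higher and 1 was lower, over the list alone as well, with a median of 0.45 (camera adjusted p = 0.020). In complex IV, 6 of 15 were higher and none was lower, over the list alone as well, with a median of 0.27 (camera adjusted p = 0.032). In complex V, 8 of 15 were higher and none was lower (10 when adjusted over the list alone), with a median of 0.37 (camera adjusted p = 0.0053). With an estimated correlation these 4 adjusted p values were 0.71, 0.68, 0.71 and 0.68. None of the 4 genes of complex II, SDHA, SDHB, SDHC and SDHD, passed limma's test in M2 macrophages, and their median was 0.08, which turned to −0.13 with TPM.
In M1 macrophages with PGE2, 1 gene of complex I was higher and 3 were lower, and complex III had 2 higher and 2 lower. Complex IV had 5 lower, complex V had 2 lower, and in complex II 1 gene was higher. Of the 13 mitochondrially encoded genes, 2 were higher in M1 and none was lower (none over the list alone), with a median of 0.46 (camera adjusted p = 0.044, and adjusted p = 0.76 with an estimated correlation), and the effect in M2 minus that in M1 had a median of −0.29 (camera adjusted p = 0.42). Tested directly, the effect of PGE2 in M2 minus that in M1 was above 0 for 16 genes of complex I, 5 of complex III, 10 of complex IV, 7 of complex V and none of complex II. Of the 38 genes of the 5 complexes that were higher in M2, 29 also passed this test of the difference.
NDUFA8, an accessory subunit of complex I (GRCh38 chromosome 9, 122144058 to 122159819), had 72.0 ± 11.5 FPKM (SD, n = 3) in M2 with PGE2 and 46.9 ± 3.30 in M2 controls, a log2 fold change of 0.60 (adjusted p = 0.0041 from limma). In M1 it was −0.12 (adjusted p = 0.54), and the difference was 0.72 (adjusted p = 0.0099). COX7A2 of complex IV (chromosome 6, 75237675 to 75250323) had 129.7 ± 16.7 FPKM with PGE2 and 90.01 ± 4.02 in controls, a log2 fold change of 0.51 (adjusted p = 0.0017 from limma), with a difference of 0.69 from M1 (adjusted p = 0.0021). UQCRH of complex III (chromosome 1, 46303631 to 46316776), which has a near-identical copy in UQCRHL that can share its reads, had 315.8 ± 50.2 FPKM with PGE2 and 214 ± 26.9 in controls. Its log2 fold change was 0.55 (adjusted p = 0.0051 from limma), and its difference from M1 was 0.46 (adjusted p = 0.068).
ATP5MG of complex V (chromosome 11, 118401154 to 118431496) had 60.2 ± 10.3 FPKM with PGE2 and 45.9 ± 4.24 in controls, a log2 fold change of 0.37 (adjusted p = 0.022 from limma), with a difference of 0.60 from M1 (adjusted p = 0.0097). SDHA, the flavoprotein of complex II (chromosome 5, 218241 to 256700), had 10.8 ± 0.66 FPKM with PGE2 and 9.74 ± 0.35 in controls, a log2 fold change of 0.14 (adjusted p = 0.074 from limma) that became −0.063 with TPM. Its difference from M1 was 0.06 (adjusted p = 0.61), and −0.13 with TPM. For ATP5MG the rise no longer passed with TPM (0.16, adjusted p = 0.092) or without replicate 2 of M2 with PGE2 (0.25, adjusted p = 0.12), among 7 of 16 alternatives.

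**Figure D2:**
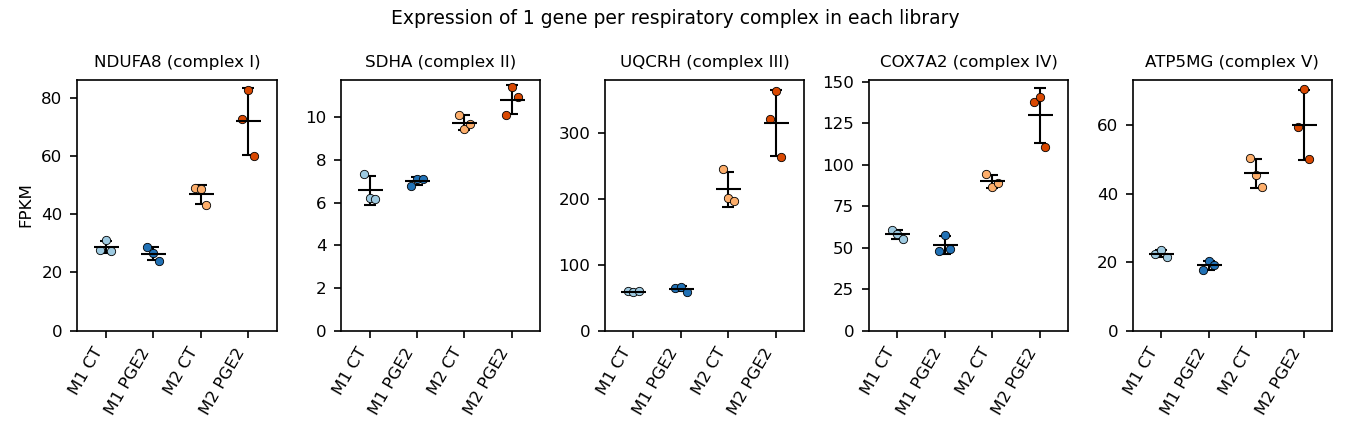
FPKM (vertical axes, from 0) of NDUFA8, SDHA, UQCRH, COX7A2 and ATP5MG in M1 and M2 macrophages without an added chemical (CT) or with PGE2, with points for the 3 libraries of a group and bars for the mean and the SD. For NDUFA8, UQCRH and COX7A2 the 3 libraries of M2 with PGE2 lie above the 3 M2 controls, while for SDHA and ATP5MG the groups overlap.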

Further comparison on the OXPHOS associated DEGs demonstrated that genes related to mitochondria respiratory complex I (NDUFA8 et al.), II (SDHA), III (UQCRH et al.), IV(COX7A2 et al.), V (ATP5MG et al.) were exclusively increased in the induction M2 but not M1 polarization (**Figure 5C**). This was consistent with the enhancement of OXPHOS in M2 macrophages (**Figure 1C**). To explore whether PPARγ was involved in the enhancement of OXPHOS by PGE2, we tried to block this effect by PPARγ activation. As expected, PGE2 dramatically increased the expression of ATP5A, one subunit of ATP synthase (complex V), while PPARγ activation weakened this effect significantly, suggesting that PPARγ was involved in the effect of PGE2 on OXPHOS (**Figure 5D**). In addition, given that FAO can serve as a replenishment pathway for OXPHOS and PPARγ is a key regulator for FAO, we next determine the involvement of PPARγ on FAO. CPT1A expression, a key enzyme for FAO, was significantly inhibited by PPARγ activation while was promoted by PPARγ de-activation (**Figure 5E**). This indicated that PPARγ activation inhibited FAO, thus might weaken OXPHOS. This finding was consist with a previous study that demonstrated the inhibition of OXPHOS by PPARγ activation (19). Collectively, these data revealed that PGE2 enhanced OXPHOS during M2 polarization and PPARγ de-activation was involved in this process.

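In M2 macrophages, PGE2 lowered the RNA of PPARG, which encodes PPARγ (GRCh38 chromosome 3, 12287368 to 12434356). PPARG had 3.18 ± 0.25 FPKM (SD, n = 3) with PGE2 and 4.85 ± 0.096 FPKM (SD, n = 3) in M2 controls, a log2 fold change of −0.48 (standard error 0.07, adjusted p = 0.00011 from limma), and each treated library lay below each control. Genes that PPARγ activates moved both ways. Of 24 such genes, 5, with TGM2 among them, were higher and 9 were lower, over the list alone as well, and the median log2 fold change of −0.11 and the mean of 0.04 differed in sign (camera adjusted p = 0.34). Among them, the fatty acid-binding protein FABP4 fell from 29.3 ± 2.70 to 11.9 ± 1.70 FPKM (log2 fold change −1.24, adjusted p = 2.0e-07 from limma), the lipid droplet protein PLIN2 had a log2 fold change of −0.24 (adjusted p = 0.0035), and the fatty acid receptor CD36 had −0.02 (adjusted p = 0.86).
CPT1A, which carries fatty acids into mitochondrial oxidation (chromosome 11, 68754620 to 68844410), had 6.03 ± 0.54 FPKM (SD, n = 3) with PGE2 and 7.23 ± 0.65 FPKM in controls, a log2 fold change of −0.23 (adjusted p = 0.034 from limma). Without replicate 1 of M2 with PGE2 it was −0.18 (adjusted p = 0.14), and 7 of 16 alternatives ended this call. Of 24 genes of fatty acid oxidation, 8 were higher and 7 were lower, over the list alone as well, with a median of −0.016 and a mean of 0.04 (camera adjusted p = 0.88). The acyl-CoA dehydrogenase ACADVL rose by 0.63 and ACADM had a log2 fold change of −0.68. ATP5F1A, the gene of the ATP5A protein (chromosome 18, 46080248 to 46104334), had 41.8 ± 1.11 FPKM with PGE2 and 40.5 ± 2.51 in controls, a log2 fold change of 0.05 (adjusted p = 0.48 from limma) that became −0.17 with TPM.
The paper reasons from the enrichment of OXPHOS genes in these M2 libraries. It also draws on the ATP5A and CPT1A protein of Fig. 5D and Fig. 5E under activation and de-activation of PPARγ. On PPARγ it further reports tests with an agonist, an inverse agonist and knockout mouse macrophages (Fig. 4). It states that PGE2 suppressed the expression and activity of PPARγ (Supplementary Fig. S7). It also states that PGE2 could activate the PPAR response element and CD36 and left PPARα unaffected (Supplementary Fig. S9). From this it proposes that PPARs other than PPARα are involved. It concludes that PGE2 enhances OXPHOS during M2 polarization and that PPARγ de-activation takes part.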

**Figure 5:**
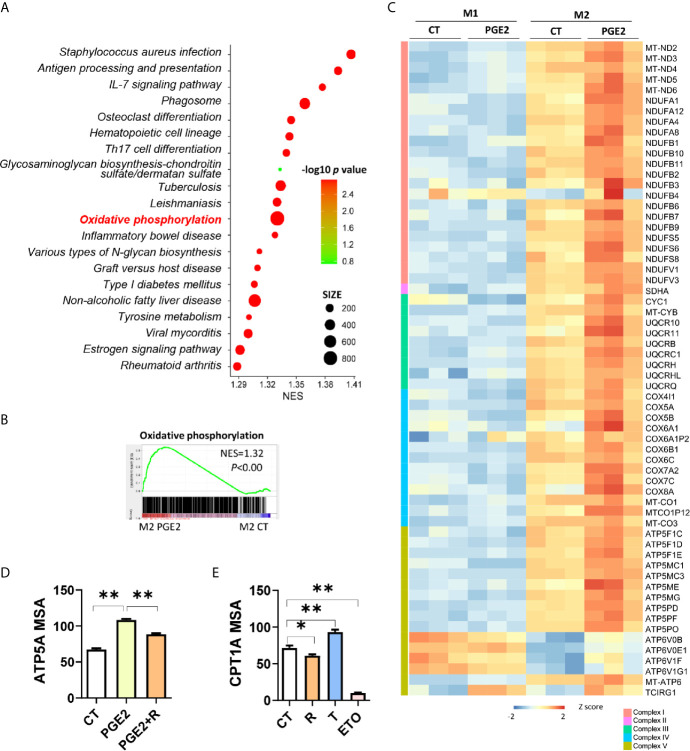
PGE2 enhances OXPHOS through suppressing PPARγ in promotion of macrophage M2 polarization. **(A)** Enrichment pathways [TOP 20, ranked with normalized enrichment score (NES)] in THP-1 derived M2 macrophages with PGE2 treated during polarization. **(B)** Enrichment plot for oxidative phosphorylation in THP-1 derived M2 macrophages with PGE2 treated during polarization from GSEA analysis. **(C)** Heatmap for representative DEGs matching “oxidative phosphorylation” in PGE2 treated M1 or M2 macrophages. **(D)** Protein expression of ATP5A with treatment during polarization as indicated and detected *via* HCI. **(E)** Protein expression of CPT1A with treatment during polarization as indicated. PGE2 (2 μM), R (10 μM), T (1 μM), ETO (Etomoxir, 100 μM, serve as positive control for CPT1A inhibition). *P < 0.05; **P < 0.01.

### Arachidonic Acid Metabolism Is Correlated With M2 Polarization in Tumor Microenvironment

The metabolic crosstalk between cancer cells and macrophages suggested that nutrients availability may play a role in immunosuppressive tumor microenvironment (20, 21). M2 type tumor associated macrophages (M2-TAMs) formation have been seen as results of tumor cell “re-education” (22). This suggests that tumor cells derived metabolites may have a role for M2-TAMs formation. In our previous study, we have validated M2-TAMs infiltration in esophageal carcinogenesis (17), thus we questioned whether arachidonic acid metabolism facilitated M2-TAMs polarization in esophageal cancer. Unsurprisingly, in mice ESCC, comparing with non-tumor tissue, several key metabolic genes in arachidonic acid metabolism *(Ptgs2, Cyp4a10, Cyp2b10, Hpgds *and* Alox8)* were up-regulated in tumor tissues and M2 macrophages marker Arg1 was also increased in tumor tissues (**Figure 6A**), indicating a correlation between arachidonic acid metabolism and M2-TAMs formation. Simultaneously, using transcriptomics data from human ESCC, we also observed that many markers for M2 macrophages such as MRC1, CD209, CD163 and TREM2 were positively correlated to PGE2 biosynthesis (suggested by PTGES and PTGS1) of arachidonic acid metabolism (**Figure 6B**). Thus we next check the correlation between FAO/OXPHOS and M2-TAMs. Several FAO or OXPHOS associated genes (PPARGC1A, COX7A1, SDHA) positively correlated to markers of M2-TAMs (CD200R1, MRC1, CD209, CD163) (**Figure 6C** and **Supplementary Figure S6)**. This suggested the existence of OXPHOS related M2-TAMs formation. Consistently, PGE2 biosynthesis (suggested by PTGES3) and OXPHOS (suggested by UQCRH, COX7A2) were also positively correlated (**Figure 6D**). This was consistent with our *in vitro* observation and support our hypothesis (arachidonic acid metabolism facilitates M2-TAMs polarization in esophageal cancer) well. In addition, by calculating the correlation between PTGS1/PTGS2 and PPARG, we found that PGE2 biosynthesis was negatively correlated to PPARG (**Figure 6E**), which indirectly supported that PGE2 suppressed PPARG. Together, these findings suggest that arachidonic acid metabolism might make contribution to M2-TAMs formation *via* PPARγ-OXPHOS modulation, thus promote tumor progression.

**Figure 6:**
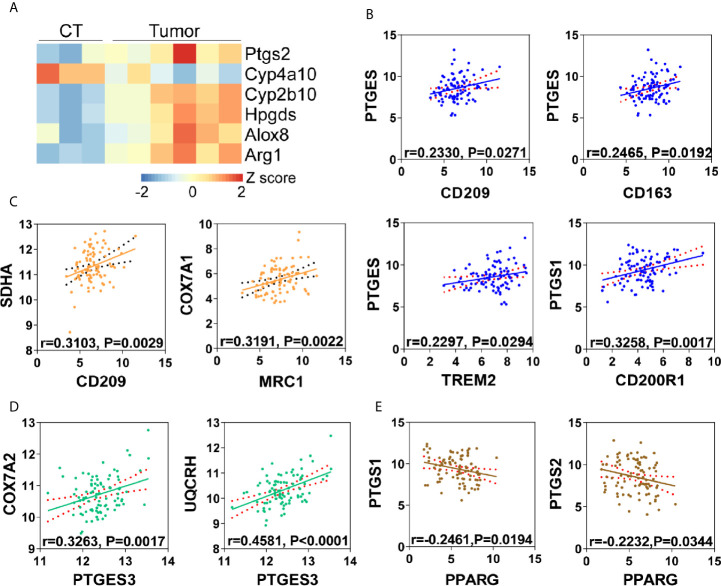
Arachidonic acid metabolism is correlated with M2 polarization in tumor microenvironment. **(A)** Heatmap of differentially expressed genes matching “arachidonic acid metabolism” from mice ESCC or corresponding control tissues (CT). Arg1 was used as M2 macrophages marker. **(B)** Correlation analysis of PGE2 biosynthesis (PTGES, PTGS1) and M2 macrophages (CD209, CD163, CD200R1, TREM2) in human ESCC from TCGA database. **(C)** Correlation analysis of OXPHOS (COX7A1, SDHA) and M2 macrophages (CD209, MRC1) in human ESCC from TCGA database. **(D)** Correlation analysis of oxidative phosphorylation (COX7A2, UQCRH) and PGE2 biosynthesis (PTGES3) in human ESCC from TCGA database. **(E)** Correlation analysis of PPARG and PGE2 biosynthesis (PTGS1, PTGS2) in human ESCC from TCGA database.

## Discussion

Distinct metabolic characteristics help macrophages with particular function during phenotype polarization (13). Lipid mediators are key fatty acid metabolites involved in this process (13), serving as important signals. In the present study, we demonstrate that arachidonic acid metabolism is up-regulated in the induction of macrophage M2 polarization. Arachidonic acid inhibits IL-4/IL-13 stimulated M2 polarization of macrophages. PGE2, an essential metabolite generated from arachidonic acid metabolism, promotes macrophage M2 polarization through inhibiting PPARγ. Contrary to PGE2, inhibition of arachidonic acid metabolism suppresses M2 macrophage polarization. Our data elucidates a previously unappreciated mechanism of Arachidonic acid metabolic PGE2 to regulate macrophage alternative activation through inhibiting PPARγ. This inhibition effect facilitates OXPHOS by enhancing FAO pathway. The newly uncovered connection between arachidonic acid metabolism and macrophage alternative activation is briefly outlined in **Figure 7**. This metabolic regulation of macrophage polarization will affect many physiological and pathological processes eventually.

**Figure 7:**
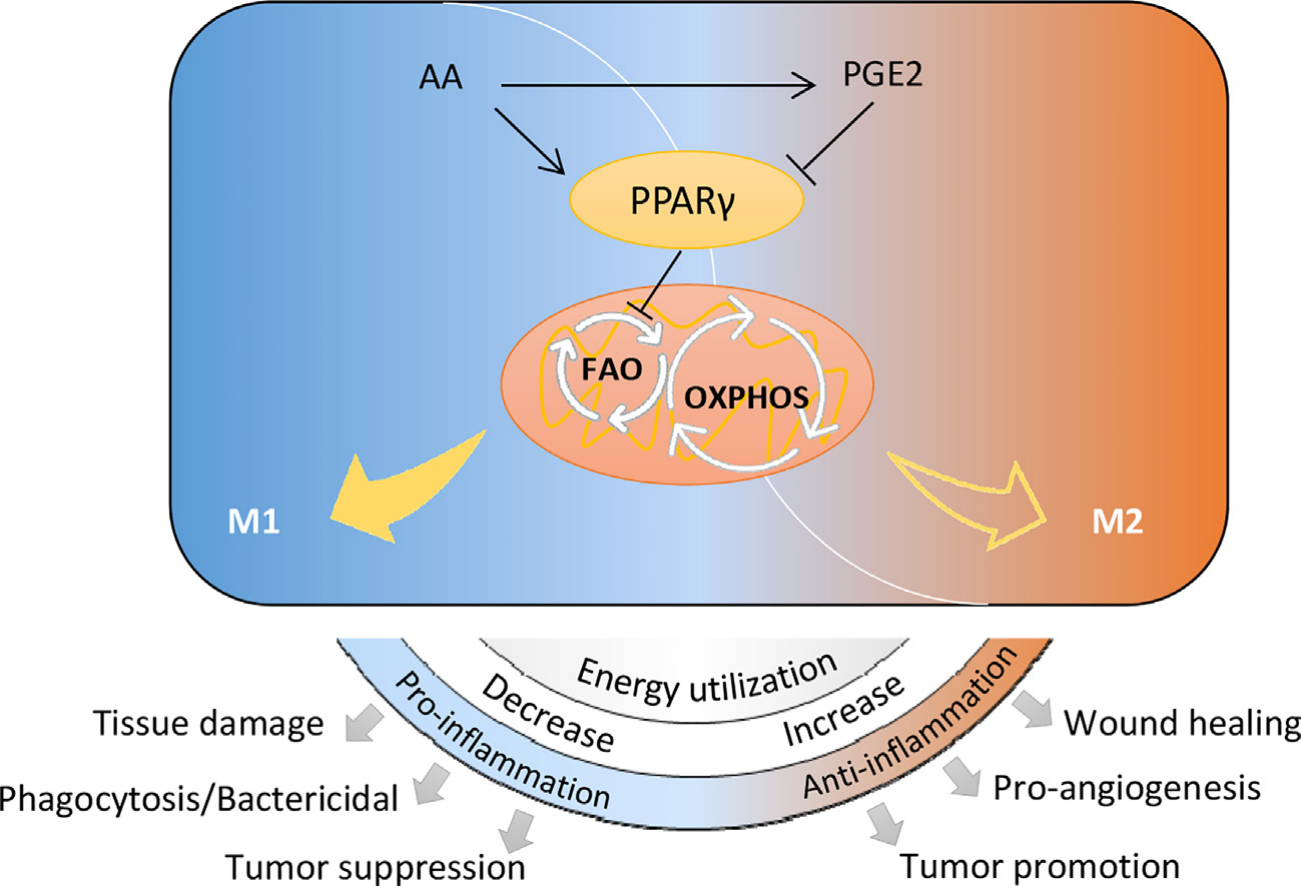
Schematic diagram of arachidonic acid metabolism in controlling macrophage polarization and biological processes.

Metabolism intricately links to immune homeostasis, which largely reflects by polarization of immune cells including macrophages towards differential phenotypes. Like any physiological process, polarization of immune cells requires energy as well as the availability of nutrients, metabolites and oxygen (23). Macrophages in a nutrient deprivation or hypoxia microenvironment acquire distinct phenotypes with those in perivascular areas (24), suggesting an essential role of oxidative metabolism of nutrients. Mitochondrial OXPHOS has been widely accepted as characteristic and necessity for M2 macrophages (25, 26). This biological process is essential in M2 macrophages for ATP and biosynthetic output. Roisin et al. has reviewed how oxidative metabolism controls immune cell function (27). Inhibition of OXPHOS by reducing substrates or inhibiting mitochondrial complex had been found to suppress M2-related genes (Arg1, Mrc1) and surface marker (CD206) (26, 28). In line with these observations, we found that OXPHOS directly control macrophage alternative activation (M2 polarization).

Mitochondria utilizes pyruvate from glucose metabolism, α-KG from glutamine metabolism as well as acetyl-CoA from FAO to feed Krebs cycle and drive OXPHOS. It has been known that in M2 macrophages, FAO fuels OXPHOS thus provides a crucial energy source for M2 polarization (25, 26). Pharmaceutically blockade of FAO diminishes immune function of M2 macrophages or dampens M2 polarization (25) and favors M2-to-M1 repolarization (29), suggesting an essential role of FAO in macrophage M2 polarization. Our data also verify its contribution on M2 polarization by FAO inhibitor, which significantly decreased CD209 dose-dependently. Due to PPARs, especially PPARγ, have been extensively investigated as essential nuclear receptors for macrophage M2 polarization and in lL-4 stimulated M2 polarization, PPARγ and PGC1β are well known regulators of FAO (26, 30), we speculated that PPARγ-regulated FAO might have a role in M2 polarization. Interestingly, our data revealed that PPARγ negatively regulated CPT1A (an important enzyme for FAO) during M2 polarization, suggesting an inhibition of FAO by PPARγ. Collectively, these data demonstrate that FAO regulated by PPARγ are involved in M2 polarization.

In our study, PGE2 was found to dramatically promote M2 polarization and enhance OXPHOS during this process, revealing a possibility that PGE2 promotes macrophage M2 polarization through enhancing OXPHOS. On the basis of previous studies, PPARγ regulated FAO may be involved in this process (31). Besides, our results show that PGE2 directly suppress PPARγ expression and transcription activity (**Supplementary Figure S7**). Therefore, it’s conceivable that inhibition of PPARγ to favor FAO can enhance OXPHOS and lead to the promotion effect of PGE2 in M2 polarization. Consistently, PPARγ activation might be a potential mechanism of arachidonic acid in inhibiting M2 polarization. In addition, PGE2-EP4 signaling has been reviewed as a possible mechanism of M2 polarization (32). However, we found that PGE2 promoted M2 polarization even though EP4 was blocked (**Supplementary Figure S8**). This suggests the existence of EP4-independent mechanisms under PGE2 mediated M2 polarization. Therefore, we believe that this PPARγ dependent mechanism is the main contributor in PGE2 mediated M2 polarization.

As for the role of lipolysis on macrophage M2 polarization, previously studies reported that lipolysis inhibition suppressed M2 polarization due to reduced FAO (25) or blocked PGE2 biosynthesis (33). However, the target of JZL184, monoacylglycerol lipase (MAGL), can metabolize 2-arachidonoylglycerol into arachidonic acid (34), thus JZL184 can decrease arachidonic acid intracellular biosynthesis. Based on our data that arachidonic acid inhibited M2 polarization through activating PPARγ, the promotion effect of JZL184 on M2 polarization might be attributed to arachidonic acid reduction. In addition, it should be note that large amount of fatty acids and lipid mediators are pan-agonist for PPARs, thus PPARα and PPARδ may be also involved in arachidonic acid metabolism regulated M2 polarization. We have found that PPARα was not influenced by arachidonic acid or PGE2 (**Supplementary Figure S9A**) while PPAR response element (PPRE) and CD36 could be activated by PGE2 (**Supplementary Figures S9B, C**), suggesting the involvement of PPARs other than PPARα. The role of PPARδ might be also involved in PGE2 mediated macrophage polarization (35, 36). There is a need to clearly compare polarization effects between PPARs and their contribution to PGE2 mediated macrophage polarization. Besides, many other metabolites could also be produced by arachidonic acid metabolism, the polarization effect of this pathway may be more complex beyond our data suggest. Further investigations are needed to clearly clarify our findings.

The identification of PGE2 as a key player for macrophage M2 polarization adds a metabolic explanation for how tumor polarize infiltrated macrophages towards an immunosuppressive M2 type. Previous studies have demonstrated that PGE2 promotes TAMs formation in glioblastoma (33), colorectal cancer (35), ovarian cancer (37), neuroblastoma (38) and prostate cancer (39). Based on the accumulation of macrophages (40) and differential expression of COX-2 in ESCC (41), it could be inferred that above correlation may also exist in the TME of ESCC. Our data supported this opinion and also suggested that besides tumor cell-derived PGE2, macrophage-derived PGE2 may also make contribution to M2-TAMs polarization through PPARγ-OXPHOS pathway. In addition, this correlation may generally exist in many other physiological/pathological conditions. Some *in vivo* experiments have revealed that PGE2 administration promoted M2 macrophage polarization. In a xenograft mouse model of colorectal cancer, PGE2 (17.6 μg/kg/d) treatment increased CD206^+^ M2 macrophages in TME (42). However, in a mice asthma model, although PGE2 (0.4 mg/kg) administration decreased Ym-1 (M2 marker), it did not affect CD206 expression (43). This uncertain polarization effect is possibly due to the sophisticated responses of various cell types that can be affected by free PGE2 in the lung. These findings indicate that metabolic production of PGE2 may serve as a potential target for the prevention of many macrophages associated diseases including cancers. Reduction of PGE2 by pharmacological inhibition of COX-1/COX-2 may benefit cancer prevention. INDO, a non-specific COX-1/COX-2 inhibitor, has shown chemo-preventive and chemotherapeutic efficacy on colorectal cancer (44).

In summary, we identified that arachidonic acid metabolism notably impact macrophage M2 polarization induced by IL-4/IL-13 through regulating PPARγ and OXPHOS. As one of the key metabolite of arachidonic acid, PGE2 plays a crucial role in promoting macrophage polarization by the inhibition of PPARγ and enhancement of OXPHOS. Our finding renews the current understanding about the functions of arachidonic acid and metabolic PGE2 as immune regulators.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of China National Center for Food Safety Risk Assessment.

## Author Contributions

MX: Writing-Original Draft preparation, Methodology, formal analysis, investigation. XW: Validation, investigation. YL & XG: investigation. XJ: Supervision, Funding acquisition LZ: Supervision, Project administration. HY: Conceptualization, Data Curation, Resources, Writing - Review & Editing. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by National Key Research and Development Program of China (No. 2018YFC1603102) and National Natural Science Foundation of China (No.81773437).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

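The deposited table holds RNA sequencing values of macrophages derived from the THP-1 cell line, in 18 libraries of 6 groups of 3. The groups are M1 and M2 macrophages as controls, with PGE2 and with MEHP. The authors gave the values as FPKM. The authors name HISAT, the hg19 assembly, FPKM and DESeq2 in the methods of the study, and hg38, StringTie 1.3.3b, featureCounts 1.5.0-p3 and DESeq2 in the sample labels. The coordinates in the table are those of GRCh38. Groups were taken from the sample titles, phenotypes and protocols and from Fig. 5C, because the treatment entries of several samples contradict them. A legend, that of Fig. 2C, gives 3 biological replicates for libraries of M0, M1 and M2 macrophages, but this table holds no M0 macrophages, and whether the libraries of a group here came from separate cultures is not stated.
The FPKM values times gene length were checked to be whole multiples of 1 step in each library, within a tolerance of 0.05, and the number of assigned fragments was taken from this step. The libraries held 14902193 to 16759591 such fragments. The deposited FPKM values were divided by a denominator that follows a size factor per library and not the sum of the fragments, so their sums differ between libraries.
The FPKM values were analysed as log2(FPKM + 1) for the 12306 genes with a mean FPKM of at least 1 over all libraries. A linear model with 1 mean per group (12 residual degrees of freedom) was fitted with limma 3.58.1 in R 4.3.3, with an abundance trend in the empirical Bayes step. p values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. PGE2 and MEHP were each compared with controls in M1 and in M2, M2 controls with M1 controls, PGE2 with MEHP in M2, and the effects in M2 with those in M1 by an interaction contrast. Genes were also counted at the threshold of the study, a fold of at least 2 with an adjusted p of at most 0.05. Tables were read with data.table 1.17.8, and the fragments, the enrichment scores and the plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.
The 37 gene lists were written from general knowledge, and the OXPHOS list follows the KEGG pathway that the study scored. Each list was compared with the other genes tested by limma's camera with a preset correlation of 0.01, with p values adjusted over the lists, and again with a correlation estimated from the residuals. Limma's fry tested a list without comparing it with other genes. Members were counted at an adjusted p over all genes tested and at one over the list alone. The gene set enrichment analysis followed the published GSEA algorithm, with a signal-to-noise ranking of FPKM, a weight of 1 and 1000 permutations of the gene sets, on 31162 genes with a value above 0 in the 6 libraries compared.
The genes to name were the 12 with the largest rise and the 12 with the largest fall in each of PGE2 in M2, PGE2 in M1 and MEHP in M2, among genes past the threshold, at least 2-fold changed and with all 3 treated libraries beyond all 3 controls. Every gene that the study names was added, and up to 4 tested members of each list with the smallest p in the comparison described. Duplicate symbols and genes without a name were not named.
The alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, TPM, median-of-ratios scaling, a fit to only the groups compared, a block for the replicate number, no abundance trend, and leaving out each replicate in turn. For the OXPHOS list they were also an estimated correlation, leaving out the subunits of the vacuolar proton pump, and leaving out the mitochondrially encoded genes. For the enrichment score they were a ranking by the log2 difference, genes with a mean FPKM of at least 1, leaving out the vacuolar proton pump, and leaving out each replicate. Voom on the recovered fragments, a fit without the 2 libraries whose FPKM sums stand apart, and permutations of the sample labels were added after the values were seen.
The procedure was tested on simulated data at the depths of the real libraries, with 12306 genes of which 200 were changed in M2 with PGE2. It recovered 90% of the 2-fold changes and 27% of the 1.25-fold changes. Of 54 genes with a 2-fold change and an FPKM of at least 5, it recovered 98.1%. Of 123 genes called, 6 were unchanged ones. The simulated genes varied independently and with the same dispersion, and far fewer were changed than the 5233 called for PGE2 in M2. These shares therefore do not carry over to the real comparison. The share of 2-fold changes that the test had to recover was lowered after a first run that fell short of it, and a condition for the genes with an FPKM of at least 5 was added. Nothing was computed for the cell and animal experiments of the study, since the table holds none of their measurements.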

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

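The test of early myeloid genes was chosen after the result it weighs was seen, and RN7SL3 is named after its value was seen. In M2 and M1 macrophages the response to PGE2 differed, by limma's test of the difference, for 3116 genes above 0 and 2512 below 0 (M2 minus M1), a balance that turned to 1868 above and 2828 below with TPM. Of 100 random splits of the libraries, the real one included, 2 gave a count as large as the real count of 5628. The splits exchange PGE2 and control libraries within M2 and within M1, so they also break up any PGE2 effect that M2 and M1 share. They therefore cannot decide whether chance gave the difference between the effects. The highest other split called 5927 and is the one that adds the effects in M2 and M1 instead of subtracting them, and the next called 3801. MEHP, with 1042 genes above 0 and 979 below, also had effects that differed between M2 and M1.
OXPHOS genes differed in their response to PGE2 between M2 and M1, with a median log2 difference of 0.29 (camera adjusted p = 0.0024, and adjusted p = 0.59 with an estimated correlation). At the study's threshold, 11 of its 108 genes tested lay above 0 in this difference and 1 below. Other lists differed as well, with 23 of 76 ribosomal protein genes and 14 of 72 mitochondrial ribosome genes above and none below. The rise of OXPHOS genes in M2 could come from a trend with gene length or GC content, or from 1 deviant library. The median of 74 nuclear-encoded complex genes, 0.35, lay at percentile 99.99 of 10000 random lists matched on gene length and expression, and at percentile 100 with GC content in place of length, and its lowest value without 1 of the PGE2 libraries was 0.26, which argues against each of the 3 as the whole cause. Leaving out 1 library cannot exclude a property that the PGE2 libraries share in degrees, which stays open. The FPKM sums of replicates 1 to 3 of M2 with PGE2 were 322055, 358827 and 295834, against 275139 to 283705 in M2 controls. NDUFA8 (73.0, 83.0 and 60.1 FPKM), UQCRH, COX7A2 and ATP5MG followed this order. Within M2 with MEHP these genes were highest in replicate 3 (FPKM sum 362470), while SDHA did neither. The length-matched lists had a median of 0.15 themselves, so a part of the rise was shared by other genes of that length, and genes that vary together make such percentiles too extreme. What stays open is a trend with length for that part, reads of pseudogenes, a difference in RNA selection (RN7SL2 and RN7SL3, without a poly(A) tail, rose by 5.13 and 1.297 on the log2 scale, while the 28 RNAs without a tail had a median of 0.021), the shared movement of these genes between libraries (no call with an estimated correlation), and the biological difference between M1 and M2. Nearly all of the 28 are replication-dependent histone genes, and cell cycle genes fell in this comparison, so their median cannot measure RNA selection alone.
The cell cycle list fell in M2 with PGE2, among genes the paper does not discuss (median log2 fold change −1.59), and the change in M2 was below that in M1 (median difference −1.68, camera adjusted p = 2.3e-20, and adjusted p = 8.6e-05 with an estimated correlation). The median lay at percentile 0 of 10000 random lists matched on gene length and expression, which argues against a trend with length. Fewer undifferentiated monocytic cells in the dish could lower these genes, but the early myeloid genes had a median of 0.067 (8 genes, standard error of their mean across genes 0.26), where a loss of such cells large enough needs them to fall by about as much. This standard error treats the genes as independent and does not measure the spread between libraries. Among them MYB fell (−1.48), and differentiated cells may express part of them. A loss of dividing cells that these 8 genes do not mark stays open, and how many cells divided was not measured in these libraries.
The protein genes of the mitochondrial genome were higher with MEHP, whose libraries the paper does not analyse, with a median log2 fold change of 0.71 in M2 and 1.249 in M1. These medians had camera adjusted p values of 0.00019 and 2.3e-13, and adjusted p = 0.61 and 0.12 with an estimated correlation. Without replicate 3 of M2 with MEHP, which stands apart, the median in M2 was 0.48, which argues against that library as the whole cause. Nuclear RNAs without a poly(A) tail had medians of −0.21 in M2 and 0.085 in M1 (28 RNAs, standard errors of their means across genes 0.081 and 0.066, which do not measure the spread between libraries), which argues against weaker poly(A) selection as the cause in both, although nearly all of the 28 are histone genes, some with forms that have a tail, and the others, RN7SL2 and RN7SL3, had log2 fold changes of 1.43 and 0.93 in M2 (adjusted p = 0.096 and 0.089 from limma) and 0.10 and −0.41 in M1. An effect of MEHP on mitochondrial RNA and a shared movement of these genes between libraries that owes nothing to MEHP stay open.
With MEHP in M2, 1292 genes were higher and 1254 lower, against 390 and 1802 with TPM and 757 and 783 without replicate 1 of M2 controls. For this comparison the real split called 2546 genes and the highest of the others 1, and the 10 possible splits are too few for a share under 0.05. In the same libraries, which the paper does not analyse, the medians were 0.31 for fatty acid oxidation, 0.57 for PPARγ targets, −1.24 for MHC class II and −0.25 for osteoclast genes. With MEHP in M1, 866 genes were higher and 885 lower, against 340 and 1142 with TPM, and fewer were lower (589) without replicate 2 of M1 controls. The real split called 1751 genes and the highest other 1, again with too few splits. There the medians were 0.11 for the vacuolar proton pump (−0.0020 with TPM), 0.31 for fatty acid oxidation, 0.098 for fatty acid synthesis, 0.37 for cholesterol synthesis, 0.54 for PPARγ targets, −0.35 for M1 markers, 0.32 for the NRF2 response and 0.41 for osteoclast genes. Each of these 12 medians passed camera with a preset and with an estimated correlation.
Genes of phagocytosis receptors and the oxidase, a group the paper does not analyse in these libraries, although it discusses CD36 and the CD206 protein of MRC1 among its members, rose in M1 with PGE2 (median 0.74), and their response in M2 lay below that in M1 (median difference −0.88), as did that of the genes of undifferentiated monocytic cells (median difference −0.73).
For PGE2 in M2 the real split called 5233 genes and the highest other 1, for PGE2 in M1 5903 and 3, and for M2 against M1 controls 9473 and 0, each among 10 splits, too few for a share under 0.05.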

How the results depend on the processing

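Voom and the fit without both libraries whose FPKM sums stand apart were added after the values were seen, as were the label permutations. Over all alternatives, 467 values of the counts and the OXPHOS results stayed within 1.5 times (counts) or kept their direction and call, 48 counts moved further and 4 results lost their call, and of the values of gene lists 3557 kept direction and call, 78 lost a call, 37 gained one and 10 reversed. Of the values of single genes, 9274 kept both, 365 lost a call, 107 gained one and 1 reversed. Values were counted as reversed only where the value of the text or of the alternative passed its threshold. The deposited FPKM values already followed median-of-ratios size factors, so that scaling nearly repeated the fit of the text and tests little. Its 605 values of genes, 217 of lists and 29 of the counts and OXPHOS results are all among those kept.
Counts at the study's threshold (higher/lower) were 340/333 for PGE2 in M2, 700/461 for PGE2 in M1, 107/121 for MEHP in M2 and 83/47 for MEHP in M1 with a pseudocount of 0.1, which damps folds less, and 819 genes were lower in the difference between the PGE2 effects. With voom they were 395/365, 744/488, 111/145 and 87/47, and 848 for the difference. With a mean FPKM of at least 5, where fewer genes were tested, 1459 genes were lower with PGE2 in M2 (study's threshold 126/62), 1570/2237 changed with PGE2 in M1 (study's threshold 163 lower), 28 were higher with MEHP in M2 and 4 lower with MEHP in M1 at the study's threshold, 2402/3057 differed between M2 and M1 controls (study's threshold 980/1332), and 1479 were below 0 in the difference (study's threshold 276). With TPM, 1278/3929 genes changed with PGE2 in M2 (study's threshold 410 lower), 390/1802 changed with MEHP in M2 (138 lower at the study's threshold), 340/1142 changed with MEHP in M1 (40 lower at the study's threshold), 419 were lower with PGE2 in M1 at the study's threshold, and 1868 were above 0 and 2828 below in the difference (1006 below at the study's threshold). TPM moved the median log2 change of all genes to −0.19 for PGE2 in M2, −0.10 for MEHP in M2, −0.11 for MEHP in M1 and −0.14 for the difference. A fit to only the groups compared, with fewer libraries, gave 460/536 for MEHP in M2.
Without 1 replicate in turn, MEHP in M2 gave 757 to 1306 higher and 783 to 1391 lower genes (lowest without replicate 1 of M2 controls), and MEHP in M1 gave 589 to 729 lower genes (lowest without replicate 2 of M1 controls) and 6 to 12 at the study's threshold (lowest without replicate 3 of M1 controls). The cause was not tested for these changes except where the setting itself is named as testing fewer genes, using fewer libraries or damping folds less.
With an estimated correlation the OXPHOS list kept its medians and lost its call for PGE2 in M2 (0.27, adjusted p = 0.71), the difference (0.29, adjusted p = 0.59) and M2 against M1 controls (0.86, adjusted p = 0.36), and over all alternatives the adjusted p values ran from 5.4e-09 to 0.71, from 1.7e-06 to 0.59 and from 1.5e-10 to 0.36. With label permutations, 1 of the 4 lost calls, the NES was 1.36 (exact permutation p = 0.30, where 3 libraries against 3 allow no p under 0.1). The OXPHOS medians ranged from 0.06 to 0.39 for PGE2 in M2, from −0.10 to −0.035 for PGE2 in M1, from 0.12 to 0.40 for the difference, from 0.69 to 1.01 for M2 against M1 controls and, without a call, from −0.097 to 0.094 for MEHP in M2.
Medians reversed with TPM for PGE2 in M2 in glycolysis (−0.0082), the mitochondrial ribosome (−0.042) and mitochondrial import (−0.0025), for MEHP in M2 in the mitochondrial ribosome (−0.011), and for MEHP in M1 in OXPHOS (−0.014) and the vacuolar proton pump (−0.0020), where TPM lowers all genes. The ribosomal proteins reversed for MEHP in M2 without replicate 3 of M2 with MEHP and without both libraries that stand apart (−0.12, with a range of −0.12 to 0.13 without 1 replicate), the interferon response reversed in the difference with a pseudocount of 0.1 (−0.037) and with voom (−0.12), and ALOX15 in the difference with voom (0.53), and for these the cause was not tested.
With a block for the replicate number, the calls shared with the model without it were 5033 of 5115 for PGE2 in M2, 5735 of 5813 for PGE2 in M1, 2380 of 2490 for MEHP in M2, 1617 of 1693 for MEHP in M1, 9356 of 9419 for M2 against M1 controls and 5433 of 5526 for the difference. Replicate numbers did not pair the libraries, with correlations from −0.48 to 0.16 between libraries of 1 number, so the model without a block was kept. At 14902193 to 16759591 fragments a library, genes under a mean FPKM of 1 were not tested, and most of the smaller changes were missed in simulated data (27% recovered). The simulation changed only 200 genes, against 5233 called for PGE2 in M2, so this share does not carry over to the real comparison.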

Differences from the paper's values

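The OXPHOS list had an NES of 2.47 in M2 macrophages with PGE2, against the paper's value of about 1.3 in Fig. 5B, read by eye. The list was written from general knowledge and is not the MSigDB set itself, and the text does not state the type of permutation or the ranking metric. Among the alternatives set before the data were examined, none brought the values within 1.5 times of each other. They gave 2.34 for ranking on the log2(FPKM + 1) difference, 2.36 for genes with a mean FPKM of at least 1, 2.58 for the mitochondrial complexes, and 2.11 to 2.58 without 1 replicate. With permutations of the sample labels, chosen after the paper's value and the other scores were seen, the NES was 1.36 and within 1.5 times of the paper's value, with an exact permutation p of 0.30 in a design where no p under 0.1 is possible.
The paper states that genes of complexes I to V, with SDHA for complex II, were raised by PGE2 in M2 macrophages and not in M1. Over all 74 nuclear-encoded genes of the 5 complexes tested with limma, 38 were higher and 1 was lower in M2, against 4 higher and 12 lower in M1, and 29 both rose in M2 and had a larger change in M2 than in M1 by the test of the difference. NDUFA8, COX7A2 and ATP5MG were among those 29. Of the 13 mitochondrially encoded genes of the complexes, 2 were higher in M2 and 2 in M1, and none was lower in either. In M2, SDHA had a log2 fold change of 0.14 (adjusted p = 0.074 from limma), and none of the 4 genes of complex II passed. Over 16 alternatives the adjusted p of SDHA ranged from 0.039 to 0.63, and it passed in 1, without replicate 1 of M2 with PGE2 (0.18, adjusted p = 0.039). In M1, SDHC, singled out here as the 1 gene of complex II that passed, had 0.17 (adjusted p = 0.013).
UQCRH rose in M2 (0.55), but the test of the difference between M2 and M1 did not pass (0.46, adjusted p = 0.068 from limma). It passed in 3 of 22 alternatives, which were a fit to only the groups compared (adjusted p = 0.034), without replicate 3 of M2 with PGE2 (0.58, adjusted p = 0.020) and without replicate 1 of M2 controls (0.56, adjusted p = 0.033).
The heatmap of Fig. 5C shows the 5 named genes among differentially expressed genes, for which the methods ask for a 2-fold change. None of the 5 reached a 2-fold change in M2 with PGE2, in limma or in any alternative run, and the highest log2 fold change over these alternatives was that of NDUFA8 (0.72). Of the 108 OXPHOS genes tested, 6 were at least 2-fold higher at the study's thresholds and none was lower, with 44 higher and 4 lower at an adjusted p under 0.05 alone. These 6 were ATP5ME (1.63), COX8A (1.34), NDUFA11 (1.29), COX6A1 (1.22), NDUFA1 (1.10) and MT-ND6 (1.02).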

Other observations

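In M1 macrophages PGE2 raised the calcium-binding proteins S100A9 (33.1 ± 6.62 to 2323 ± 192 FPKM, SD, n = 3 libraries each, log2 fold change 6.10, adjusted p = 1.6e-13 from limma), S100A8 (5.48) and S100A12 (5.05), the formyl peptide receptors FPR1 (3.94) and FPR2 (3.504), THBS1 (3.26), the LPS co-receptor CD14 (3.20) and the Fc receptor FCGR2A (3.09). The chemokines CCL19 (−3.53), CXCL11 (−3.18), CCL8 (−2.73) and CXCL10 (−2.69) and the transcription factor SPIB (−2.74) fell. Over all genes tested 2538 rose and 3365 fell (425 and 260 at the study's threshold, and 700 and 461 there with a pseudocount of 0.1). The libraries did not overlap for 7343 genes (59.7%, where chance gives 10%). Of 29 interferon response genes none rose and 24 fell (25 over the list alone), with a median log2 fold change of −0.51 (camera adjusted p = 1.3e-07, and adjusted p = 0.13 with an estimated correlation). The phagocytosis receptor and oxidase list had 16 of 24 genes higher and 4 lower, over the list alone as well (camera adjusted p = 5.7e-07, and adjusted p = 0.013 with an estimated correlation). Of 23 cholesterol synthesis genes none rose and 18 fell, over the list alone as well, with a median of −0.40 (camera adjusted p = 1.0e-04, and adjusted p = 0.14 with an estimated correlation). Of 108 OXPHOS genes 9 rose and 17 fell (5 and 14 over the list alone), with a median of −0.065 (camera adjusted p = 0.74). Ribosomal protein genes fell, 57 of 76 with none higher (60 over the list alone), with a median of −0.48 (camera adjusted p = 1.0e-07, and adjusted p = 0.62 with an estimated correlation).
PPARG rose with PGE2 in M1, from 2.49 ± 0.22 to 8.38 ± 0.28 FPKM (SD, n = 3 each, log2 fold change 1.43, adjusted p = 3.7e-10 from limma), and the effect in M2 minus that in M1 was −1.91 (adjusted p = 3.5e-09). Of 24 PPARγ targets 15 rose and 4 fell in M1, over the list alone as well, with a median of 0.52 (camera adjusted p = 0.00034, and adjusted p = 0.051 with an estimated correlation), among them PLIN2 (2.18), CD36 (1.67) and PDK4 (1.49). CPT1A rose by 1.00 on the log2 scale (adjusted p = 6.5e-08), and its difference was −1.23 (adjusted p = 6.5e-07).
PPARγ targets and fatty acid oxidation were the lipid lists higher with MEHP in both states. These lists share CPT1A, ACADVL, SLC25A20 and ACSL1, and which receptor moved the genes of the first was not tested. Fatty acid synthesis and cholesterol synthesis did not pass in M2 (medians −0.046 and 0.050, the latter −0.076 with TPM, camera adjusted p = 0.50 and 0.87), where ME1 (−0.56), SREBF1 (−0.34), SREBF2 (−0.32) and DHCR7 (−0.26) fell, and the effect of MEHP on cholesterol synthesis in M2 lay below that in M1 (median difference −0.40, camera adjusted p = 2.3e-08, and adjusted p = 0.037 with an estimated correlation). In M2, FABP4 rose from 29.3 ± 2.70 to 1102 ± 70.9 FPKM (SD, n = 3 each, log2 fold change 5.19, adjusted p = 1.3e-14 from limma), PDK4 by 5.00, PLIN2 by 4.50, ANGPTL4 by 2.51 and CPT1A by 1.91, and HLA-DQB1 (−1.97), HLA-DQA1 (−1.74) and CD74 (−1.36) of antigen presentation fell. In M1, PLIN2 rose by 3.16, PDK4 by 2.47, FABP4 by 1.91, CPT1A by 1.40 and HMOX1 by 1.29. Of 24 PPARγ targets 15 rose and 3 fell in M2, and 15 rose and 1 fell in M1, at an adjusted p under 0.05 over all genes. PGE2 and MEHP differed in M2 for 3405 genes higher and 3508 lower with PGE2, and PGE2 and MEHP were given at 2 μM and 200 μM, doses that do not match.
M2 controls against M1 controls had 4509 genes higher and 4964 lower, a balance that turned to 4761 higher and 4286 lower with TPM. The libraries did not overlap for 9885 genes (80.3%, where chance gives 10%). Of 108 OXPHOS genes 81 were higher and 18 were lower in M2 controls, with a median of 0.86 (camera adjusted p = 0.36 with an estimated correlation), and 28 of 28 cell cycle genes were higher (median 2.18, adjusted p = 0.00058 with an estimated correlation). Genes of undifferentiated monocytic cells were also higher, 7 of 8 with 1 lower (median 2.17, adjusted p = 0.029 with an estimated correlation), CTSG at 89.9 FPKM in M2 controls and 1.36 in M1 controls among them. Mitochondrially encoded genes took 1.07 to 1.14% of the fragments in M1 controls, 4.39 to 5.14% in M2 controls, 2.03 to 3.09% in M1 with MEHP and 6.50 to 10.5% in M2 with MEHP.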
